A study of Mus musculus with 4 samples. Its data were reported in "Muscle regeneration controlled by a designated DNA dioxygenase" (2021).

How the data were processed

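Bulk RNA sequencing of cultured mouse primary myoblasts was examined in 4 libraries, 2 from wild type (WT) animals and 2 from animals without a functional Tet2 gene (Tet2 KO). Per the labels, satellite cells, the stem cells of skeletal muscle, were sorted from hindlimb muscle as cells negative for the leukocyte markers CD45 and CD11b, the endothelial marker CD31 and the marker Sca1, and positive for CD34 and integrin alpha 7. They were then grown on collagen in a proliferation medium until they had become myoblasts, and total RNA was used for TruSeq RNA libraries.

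Per the study's methods, the authors trimmed adapters and low quality reads, aligned read pairs to the mouse genome build mm9 with TopHat, and estimated and compared gene expression with Cuffdiff. The gene annotation they used was not stated. The deposited table held 1 FPKM value (fragments per kilobase of transcript and per 1000000 mapped fragments) per gene and group. From its group labels, each value was read here as combining the libraries of a group. The study's methods describe Cuffdiff comparisons between pairs of KO and WT samples and do not state how the libraries were combined. The table also held a log2 ratio deposited by the authors as WT over Tet2 KO. Its sign was turned here so that positive values mean higher expression in Tet2 KO. The deposited table further gave a score, the test statistic of Cuffdiff, for each gene. The p-value and q-value of each gene were those deposited by the authors. No value per library was used here, so neither a standard deviation nor a number of replicates stands beside any expression value, and no model was refitted.

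The table held 24445 genes, of which 13397 had been tested by the authors and 11048 had not. A gene was called when its deposited q-value was under 0.05. The deposited p-values had a floor of 5e-05, which 323 genes shared, so these genes have no order by p-value, and their q-value was 0.0041. The error of a log2 ratio was derived as the log2 ratio divided by the deposited statistic and is named the implied error below. A normal p-value computed from the deposited statistic followed the deposited p-value with a Spearman correlation of 0.995 across 13389 genes, which are not independent replicates. The deposited q-values were larger than a Benjamini-Hochberg adjustment of the deposited p-values over the tested genes, by a factor of 2.00 at the smallest p-value. The deposited q-values were used as they stood, and the recomputed ones were an alternative.

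Gene lists were fixed before the data were examined, except the granule and myoblast identity lists, which were assembled afterwards (the 5 genes of the latter had been named beforehand). For each list the median of log2((Tet2 KO FPKM + 1) / (WT FPKM + 1)) was taken over the members with a mean FPKM of at least 1 in the 2 groups, 11692 genes of the table reaching that level. The pseudocount of 1 understates the change of genes with low values. The median was placed as a percentile among 10000 random lists of the same size matched on mean expression in 20 bins. A list below the percentile of 2.5 or above 97.5 was taken as outside the central 95% of random lists. This percentile describes these libraries and is not a test across animals. Beside it stand the members called over all genes and the members called when the deposited p-values were adjusted over the list alone. The differentiation and fusion list, the fate and proliferation list, a list of genes measured as upregulated (named inflammatory here) and the atrophy pair came from the study, which had examined these libraries, so a count over such a list is not independent evidence. The other lists were sarcomere, cell cycle, leukocyte, lymphocyte, cytokine and acute phase, interferon, fibroblast, endothelial, imprinted, germline, housekeeping, and Xist with Y-linked genes.

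The genes named were chosen by a rule set beforehand: the Tet genes, the genes of the study's lists, the 5 called genes with the largest positive and the 5 with the largest negative log2 ratio at a pseudocount of 1, and the extreme members of the other lists. Coordinates are those of the deposited table, in mm9, with 1 added to each start because the table counts starts from 0. Of the 24445 gene symbols, 83.6% were found in a gene annotation of the same build, GENCODE vM1, and 99.8% of those with a single annotated gene lay on the same chromosome. Exon structure, strand, transcript length and GC content came from that annotation. Copies of transcripts in the genome were searched with BLAST+ 2.17.0. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

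The list percentile and the adjustment were tried on simulated data with independent genes and normal p-values. Real lists and the deposited p-values need not follow either condition. The implied error was recovered there by construction, which tests nothing. Of 200 genes given a 4-fold change among 11692 genes, 86.5% were called with the right sign, and 5.98% of the calls fell on unchanged genes. Of 300 simulated lists of unchanged genes, 4% lay outside the central 95%. All of 300 lists with mostly raised genes did, which a median over such lists nearly fixes in advance.

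The sequencing depth was unknown, since FPKM values carry no counts. Among untested genes with a single annotated transcript, the lowest step of FPKM multiplied by transcript length in kilobases had a median of 0.0193 in Tet2 KO and 0.0191 in WT, a ratio of 1.01, so 1 fragment was worth nearly the same in both groups. The FPKM values summed to 565529 in Tet2 KO and 566910 in WT. The alternatives tried were a stricter q-value, a minimum fold, filters on low values, 3 other adjustments of the p-values, a normal approximation, other pseudocounts, scaling to a total of 1000000 (TPM), median centring, unmatched random lists, removal of single members and removal of trends with transcript length and GC content. The last was chosen after seeing the data. Methylation and chromatin accessibility data of the study were not analysed here.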

Results

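To examine how loss of Tet2, an enzyme that oxidises 5-methylcytosine in DNA, changes the transcripts of muscle precursor cells, RNA of cultured primary myoblasts was sequenced from WT and Tet2 KO mice, with 2 libraries in each group. Expression was available as 1 FPKM value per gene and group, so the only error at hand is the one implied by the authors' deposited statistic. The median log2 ratio of the 11692 genes with a mean FPKM of at least 1 was -0.0044; the authors' program had scaled the values between groups.

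The targeted gene was examined first. Tet2 lies on chromosome 3, from 133126641 to 133207354 on the minus strand of mm9. In the authors' deposited table Tet2 had 5.79 FPKM in Tet2 KO and 6.64 FPKM in WT, a log2 ratio of -0.20 with an implied error of 0.29. Its q-value in the authors' deposited table was 1.00, and the difference was smaller than the implied error. The knockout removed exon 3, which spans 133148476 to 133151681 and makes up 3206 of the 9179 bases (34.9%) of the longest annotated transcript. The gene-level value covers all exons and does not show the deleted exon separately, so it neither verified nor contradicted the group labels. Of the alternatives, the pseudocount of 1 moved the ratio most, to -0.17. Tet1 was low, with 0.364 FPKM in Tet2 KO and 0.484 FPKM in WT in the authors' deposited table. Tet3 had 3.70 and 3.39 FPKM, and neither gene was called.

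Of the 13397 genes tested, 536 were called at a q-value under 0.05 in the authors' deposited table. Among them 319 were higher and 217 were lower in Tet2 KO. The median log2 ratio was 1.92 for genes called higher and -1.34 for genes called lower in the authors' deposited table, leaving out 4 called genes listed at 0 in 1 group. The smallest change of a called gene was 0.60 on the log2 scale. The count moved most under a Bonferroni adjustment, which gave 0 genes in either direction because the floor of the deposited p-values lies above its limit; 1350 genes had an unadjusted p-value under 0.05. Among alternatives that could make calls, a normal approximation to the deposited statistic changed the counts most, to 176 higher and 116 lower.

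**Figure D1:**
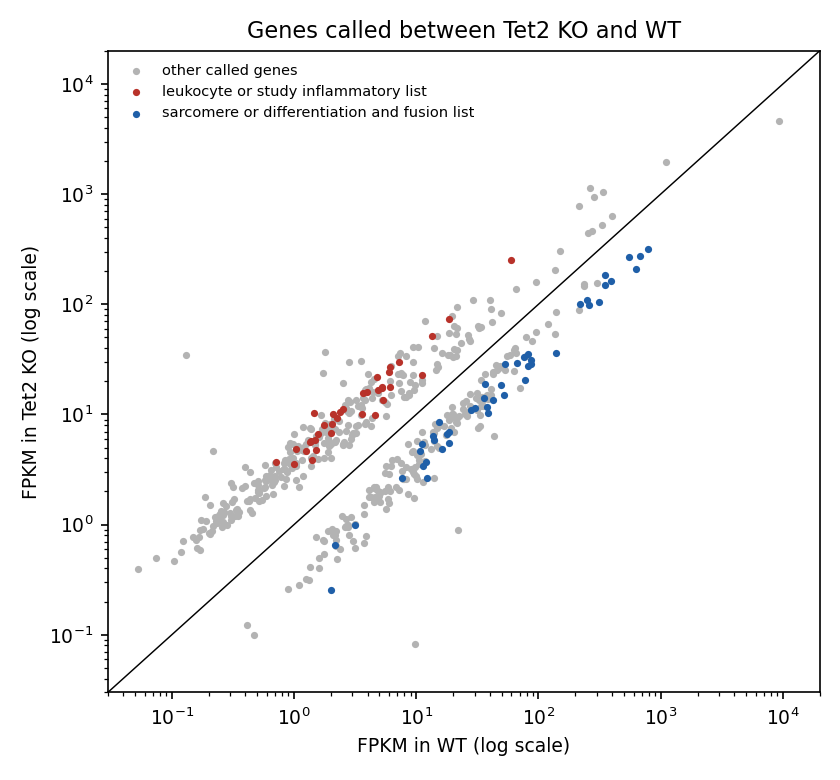
FPKM in Tet2 KO against FPKM in WT, both on log scales, for the genes called in the authors' deposited table (1 point per gene, 4 genes listed at 0 in 1 group not drawn; the line marks equal values). Members of the leukocyte and study inflammatory lists (red) lie above the line, and members of the sarcomere and differentiation and fusion lists (blue) lie below it.

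The next comparison asked whether genes of muscle differentiation and fusion, which the study examined as reduced, were lower. Of the 13 genes of this list, 12 were called lower and none was called higher, both over all genes and adjusted over the list alone; the study chose the list on these libraries. The exception was Myl2, which was below 1 FPKM in both groups. The median log2 ratio of the 12 members with a mean FPKM of at least 1, on the log2(FPKM + 1) scale, was -1.25, below all 10000 matched random lists, whose central 95% ran from -0.09 to 0.08. Myog, the gene of the transcription factor myogenin, lies on chromosome 1 from 136186581 to 136189125 and has 3 annotated exons. It had 268 FPKM in Tet2 KO and 554 FPKM in WT in the authors' deposited table. Its log2 ratio was -1.05 with an implied error of 0.28, and its q-value in the authors' deposited table was 0.0041. Among the genes of this list, Myom2 and Myh1 fell most in the authors' deposited table. Myom2 had a log2 ratio of -1.91 with an implied error of 0.31, and Myh1 had -1.91 with 0.30. Myh3 fell from 313 to 105 FPKM, Casq2 from 87.4 to 28.7 FPKM and Mef2c from 27.8 to 11.1 FPKM in the authors' deposited table. Tmem8c, which encodes the fusion protein myomaker, had 29.1 FPKM in Tet2 KO and 66.8 FPKM in WT in the authors' deposited table. Gm7325, which encodes the fusion protein myomixer, had 18.9 and 36.9 FPKM. The remaining called members, Lmod2, Dysf, Tnnt2 and Ckm, had log2 ratios of -1.75, -1.53, -1.13 and -1.05 in the authors' deposited table. Ckm lay closest to the threshold, with a q-value of 0.0425 in the authors' deposited table.

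A list of 40 genes of the contractile apparatus, chosen from genes outside the study's panel, was examined in the same way. All 38 members with a mean FPKM of at least 1 were lower in Tet2 KO. Over all genes 33 members were called lower, and 36 were called lower when adjusted over the list alone. The list median was -1.28 on the log2(FPKM + 1) scale, below all 10000 matched random lists. The members ranged from -1.92 for Tnnc2 to -0.36 for Jph2.

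Genes of myogenic fate and proliferation were compared because the study examined them as unchanged. The median of the 6 genes was 0.01 on the log2(FPKM + 1) scale, at the percentile of 58.5 among matched random lists. Myod1 had 313 FPKM in Tet2 KO and 336 FPKM in WT in the authors' deposited table, a log2 ratio of -0.10 with an implied error of 0.27. Myf5 had a log2 ratio of -0.11, Pax7 of -0.02 and Ccnb2 of 0.04 in the authors' deposited table, each smaller than its implied error. Cdk6 had a log2 ratio of 0.38 with an implied error of 0.27 and was not called. Ccnd2, on chromosome 6 from 127075727 to 127162437, was the 1 gene called, with 7.86 FPKM in Tet2 KO and 4.30 FPKM in WT in the authors' deposited table. Its log2 ratio was 0.87 with an implied error of 0.32, and its q-value in the authors' deposited table was 0.0075. It was also the 1 gene called when adjusted over the list alone. A separate list of 30 cell cycle genes had a median of 0.08, above the central 95% of matched random lists (from -0.04 to 0.05), with 28 members higher and 2 lower. The largest member, Mki67, reached 0.30. None of the 30 genes was called, either over all genes or adjusted over the list alone, and 0 had an unadjusted p-value under 0.05. A list of 27 housekeeping genes had a median of 0.01 at the percentile of 60.8, with 0 called and 0 with an unadjusted p-value under 0.05.

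**Figure D2:**
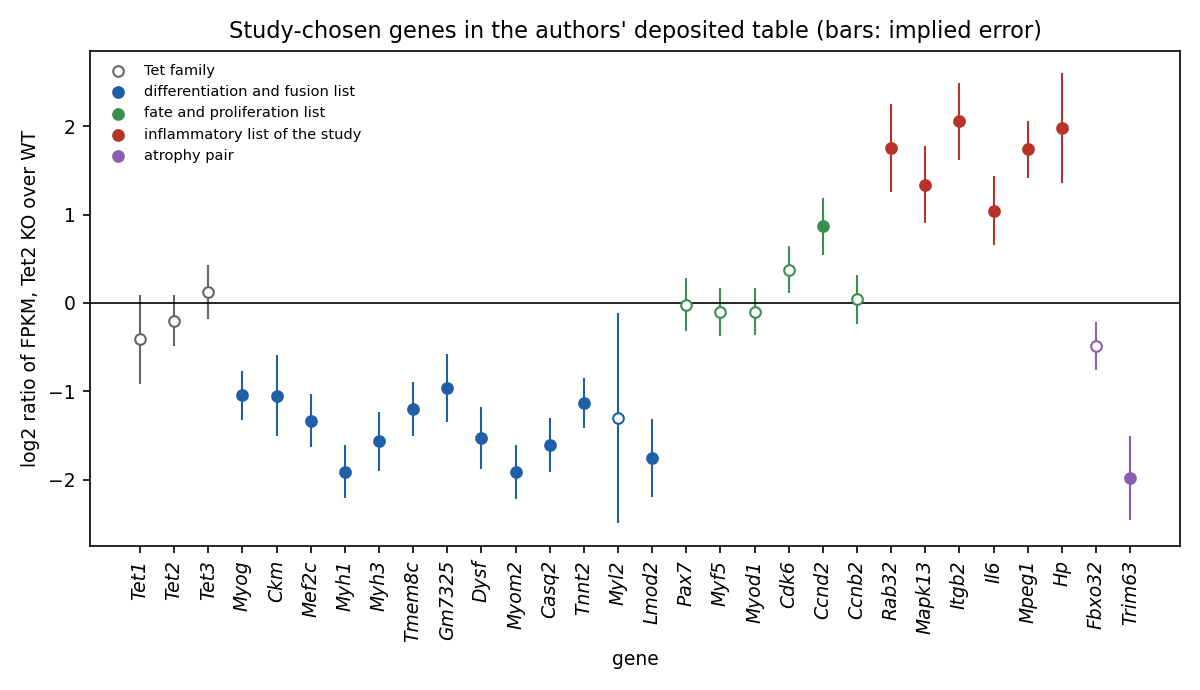
Log2 ratio of FPKM, Tet2 KO over WT, in the authors' deposited table for the genes chosen by the study (points; filled where called, open where not called), with bars of 1 implied error. The differentiation and fusion genes lie between -0.97 and -1.91, and the 6 inflammatory genes lie between 1.05 and 2.06.

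Genes that the study measured as upregulated form the list named inflammatory here; the study chose them on these libraries. All 6 were higher in Tet2 KO, and all 6 were called, both over all genes and adjusted over the list alone. Their median was 1.42 on the log2(FPKM + 1) scale, above all 10000 matched random lists. Itgb2 rose most, from 2.25 to 9.37 FPKM in the authors' deposited table, a log2 ratio of 2.06 with an implied error of 0.44. Hp, Rab32, Mpeg1 and Mapk13 had log2 ratios of 1.98, 1.75, 1.74 and 1.34 in the authors' deposited table. Il6 had 22.8 FPKM in Tet2 KO and 11.1 FPKM in WT, with a q-value of 0.0255 in the authors' deposited table.

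To resolve this rise, 4 lists were compared. All 35 leukocyte genes with a mean FPKM of at least 1 were higher in Tet2 KO, with a median of 1.59 on the log2(FPKM + 1) scale, above all 10000 matched random lists. Of the 38 genes of the list, 29 were called higher over all genes, and 36 were called higher when adjusted over the list alone. They ranged from 0.88 for Cd14 to 2.19 for Clec7a. The most abundant, Lyz2, had 253 FPKM in Tet2 KO and 59.5 FPKM in WT in the authors' deposited table. The cytokine and acute phase list had a median of 0.59, also above all random lists, with 21 of 23 members higher; 7 genes were called higher over all genes and 11 when adjusted over the list alone. Its members ranged from -0.31 for Il1b to 1.86 for Lcn2. The interferon list had a median of -0.05 at the percentile of 6.3, with 13 members higher and 15 lower. Of this list 1 gene, Trim30a, was called over all genes and when adjusted over the list alone, and it was higher, at 1.12. The fibroblast list had a median of 0.17 at the percentile of 99.95, with 12 members higher and 4 lower, from -0.50 for Postn to 1.00 for Mfap5. Over all genes 2 fibroblast genes were called higher, and adjusted over the list alone 7 were called higher and 1 lower.

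**Figure D3:**
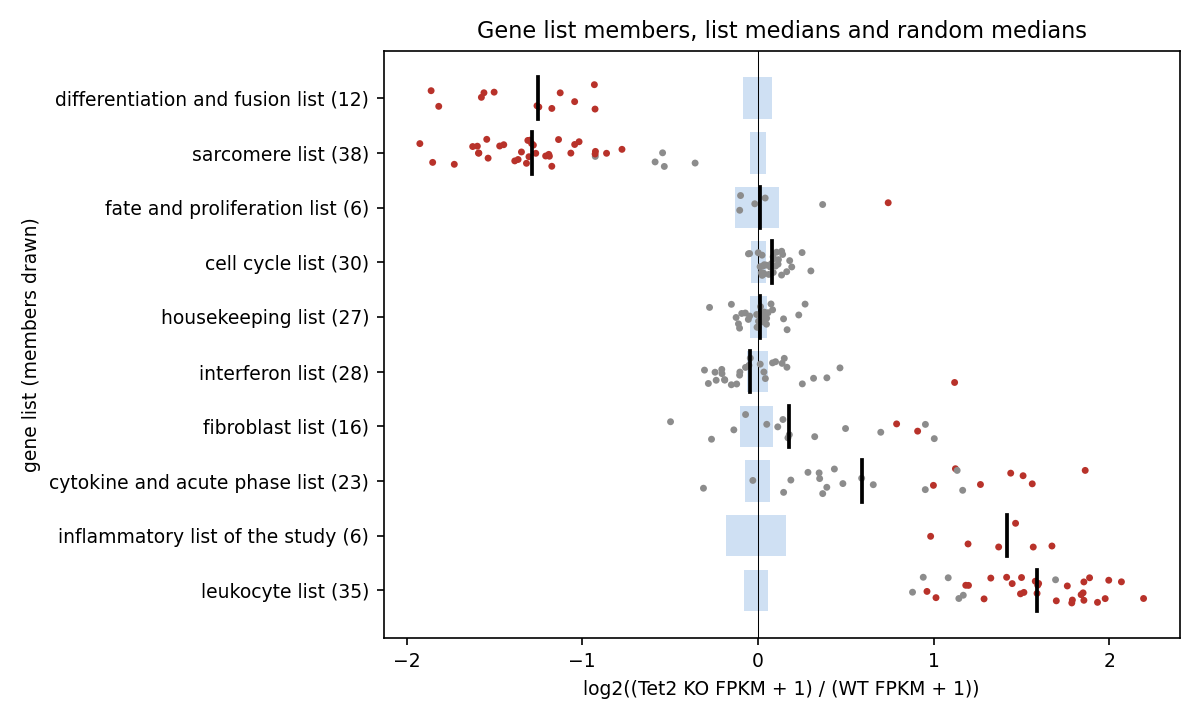
Log2((Tet2 KO FPKM + 1) / (WT FPKM + 1)) of the members of 10 gene lists with a mean FPKM of at least 1 (points, red where called), with the list median (black bar) and the central 95% of medians of matched random lists (blue band). The medians of the differentiation and fusion list and the sarcomere list lie at -1.25 and -1.28, those of the study's inflammatory list and the leukocyte list at 1.42 and 1.59.

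The study used the atrophy genes Fbxo32 and Trim63 as a comparison. Fbxo32 had 12.6 FPKM in Tet2 KO and 17.7 FPKM in WT in the authors' deposited table, and its log2 ratio of -0.49 was not called (q-value of 0.309 in the authors' deposited table). Trim63, on chromosome 4 from 133871035 to 133885544, was called lower, with 2.57 FPKM in Tet2 KO and 10.2 FPKM in WT in the authors' deposited table. Its log2 ratio was -1.98 with an implied error of 0.48. Adjusted over the list alone, both genes were called lower. The pair had a median of -1.05 at the percentile of 0.27 among random pairs.

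The 5 called genes with the largest rise at a pseudocount of 1 were Gm4737, H2-T23, H2-T22, H2-T9 and Stfa1. Gm4737, a single-exon gene on chromosome 16 from 46153106 to 46155190, had 34.5 FPKM in Tet2 KO and 0.131 FPKM in WT in the authors' deposited table. H2-T23, H2-T22 and H2-T9 shared 1 locus on chromosome 17, from 36131449 to 36179687, and had 37.2, 23.9 and 30.2 FPKM in Tet2 KO in the authors' deposited table. In WT they had 1.79, 1.72 and 2.82 FPKM. Stfa1, on chromosome 16 from 36277234 to 36285457, had 6.77 FPKM in Tet2 KO and was listed at 0 in WT in the authors' deposited table. The 5 genes with the largest fall were Gm1821, Hist1h2al, Gbp10, Limch1 and Csrp3. Gm1821, annotated as a pseudogene on chromosome 14 from 46703702 to 46704632, had 0.899 FPKM in Tet2 KO and 22.1 FPKM in WT in the authors' deposited table. Hist1h2al, a histone gene on chromosome 13 from 51295453 to 51298435, had 0.0832 and 9.76 FPKM. Gbp10, on chromosome 5 from 105644718 to 105668552, had 6.32 FPKM in Tet2 KO and 43.2 FPKM in WT in the authors' deposited table. Limch1, on chromosome 5 from 67137079 to 67448398, had 2.65 and 13.9 FPKM. Csrp3, a gene of the muscle LIM protein on chromosome 7 from 56085768 to 56103421, had 17.3 FPKM in Tet2 KO and 71.1 FPKM in WT in the authors' deposited table. A near-identical stretch elsewhere in the genome covered at least 50% of the longest transcript for 7 of these 10 genes, against 4 of 200 tested genes of like expression, so the values of Gm4737, H2-T22, H2-T9, Stfa1, Gm1821, Hist1h2al and Gbp10 are uncertain. H2-T23, with 18.2% covered, shares its locus with 2 of them. Limch1 and Csrp3 had no such stretch.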

Values the study reported

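The study reported 38 genes that were both lower in expression and hypermethylated in Tet2 KO myoblasts, with the myogenin gene among them. It reported 36 genes that were both higher in expression and hypomethylated.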

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

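No paired analysis was possible because the deposited table holds 1 pooled value per group and none per library; for the same reason leaving out each library in turn was not run. Alternatives were set before the data were examined, except the removal of trends with transcript length and GC content, the alternatives for the lists outside the main comparisons, and the count without marker lists.

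The counts of 319 genes called higher and 217 called lower stayed within 1.5 times under a q-value under 0.01 (217 and 148), a minimum of 2-fold (282 and 169), a mean FPKM of at least 1 (272 and 210), and a Benjamini-Hochberg adjustment over all tested genes (378 and 244) or over genes with a mean FPKM of at least 1 (304 and 230). Leaving out the members of the leukocyte, granule and study inflammatory lists left 272 genes called higher. Median centring and the restriction to single gene symbols say nothing about these counts, since the first shifted all genes by far less than the smallest change of a called gene, 0.60, and the second removed no gene. A normal approximation to the deposited statistic gave 176 genes called higher and 116 called lower, of which 174 and 113 were also called by the deposited q-value. That approximation is stricter than the deposited p-value in the tail; the cause was not tested. Bonferroni adjustment gave 0 and 0 genes by construction, since the floor of 5e-05 multiplied by 13397 tests exceeds 0.05.

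The medians of the differentiation and fusion, sarcomere, inflammatory, leukocyte, cytokine and acute phase, cell cycle, interferon and fibroblast lists kept their direction and their side of the threshold under the pseudocount of 0.1, no pseudocount, no filter, a mean FPKM of at least 5, TPM, median centring, unmatched random lists, removal of single members and removal of length and GC trends. The fate and proliferation list stayed inside the random lists throughout, but its median turned from 0.01 to -0.018 when 1 member was removed, as a median close to 0 can. Among the lists outside the main comparisons, the imprinted list turned from -0.0011 to 0.0023 under TPM and to 0.0032 under median centring, scalings that moved the median of all genes by 0.0031 and 0.0044. With no filter on low values the imprinted list grew from 19 to 27 members and turned to 0.0502, and the germline list grew from 1 to 15 members and turned from 0.24 to -0.016. The imprinted median also moved past the threshold, to -0.11 at the percentile of 0.695, over the 13 members with a mean FPKM of at least 5. The myoblast identity list moved past it, to -0.15 at the percentile of 2.05, with 1 of its 5 members removed. The lymphocyte list had no member with a mean FPKM of at least 1 and gave no value. For the named genes, Tet2 included, these alternatives are no check of direction: a pseudocount cannot turn the sign of a ratio, and median centring and TPM shifted all genes by less than the smallest ratio among them, that of Pax7 (-0.02).

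Depth was unknown, which limits the genes with low values most: the genes listed at 0 in 1 group have no ratio, and the pooled values give no view of how far the 2 libraries of a group lie apart.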

Other observations

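The tests of leukocytes, interferon, non-muscle cells, the Tet2 segment, sex and imprinting were set before the data were examined; the tests of single interferon genes, length and GC content, granule genes, the Tet2 transcript, gene copies, the q-values, the p-values and male animals were chosen after the results were seen.

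The rise of immune genes included leukocyte transcripts as a set. The 7 abundant leukocyte transcripts named beforehand (Lyz2, Tyrobp, Fcer1g, Ctss, Cd52, Laptm5 and Cd68) were all higher in Tet2 KO, with a median log2 ratio of 1.93 in the authors' deposited table, from 1.08 for Cd68 to 2.09 for Lyz2; 6 of the 7 were called, and Cd68 was not. The test set beforehand asked these transcripts to be among the largest rises and to rise by a like factor, which was met only in part: Cd68 at 1.08 and Laptm5 at 1.11 lay farther than 1.96 implied errors below the list median of 2.02, while the other 33 of 35 leukocyte genes did not. That yardstick is lenient, since the median implied error of the leukocyte list, 0.48, exceeded the scatter of its log2 ratios. The standard deviation across genes was 0.38 for the leukocyte list and 0.69 for the cytokine and acute phase list. A list of 12 granule protein genes, assembled after their values were seen, rose by a median of 1.86 on the log2(FPKM + 1) scale, and all 12 were called; a list chosen this way tests nothing by itself. The 13 lymphocyte genes in the table gave no such rise, the highest being Lck at 1.09 FPKM in Tet2 KO. The interferon list lay at the percentile of 6.3, but its members went both ways, so its median alone decides little; Trim30a was called higher, and Gbp2 and Ifih1 had log2 ratios of 0.47 and 0.46 in the authors' deposited table. For 27 of its 28 members the upper end of the 95% range of implied errors lay below the leukocyte median of 2.02. This argues against an interferon response as the cause of a rise of that size, and leaves a smaller response open. The leukocyte median was 1.58 after removal of length and GC trends, which argues against those trends as the cause. A candidate explanation is that myeloid cells were carried through the sort in both groups and were more numerous in the Tet2 KO cultures. It cannot be told apart from induction of the same genes in the myoblasts themselves, because the table holds pooled values of whole cultures. An effect of Tet2 loss on leukocytes of the animals was not tested. Of the 6 inflammatory genes of the study, none is on the leukocyte list. That is a matter of how the lists were drawn up. It does not show that these genes rose apart from the leukocyte genes.

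The fall of contractile genes was not shared by the 5 genes of the myoblast identity list. Myod1, Myf5, Pax7, Cdh15 and Chrna1 had a median log2 ratio of -0.11 in the authors' deposited table, from -0.21 to -0.02 (with 1 of the 5 removed the list median fell as far as -0.15, outside matched random lists), while the sarcomere genes had a median of -1.37 and a highest value of -0.36. This argues against replacement of myoblasts by other cells as the cause, although the fibroblast list rose to a median of 0.17. The endothelial list, with 4 members at a mean FPKM of at least 1, had a median of -0.06 at the percentile of 31.9, with 0 of its genes called and 1 with an unadjusted p-value under 0.05. The sarcomere median was -1.28 after removal of length and GC trends. A lower degree of spontaneous differentiation in the Tet2 KO cultures may account for the pattern, but was not tested apart from it; culture density or time at harvest were not tested and stay open beside the genotype. The pattern extended to Trim63, called lower here. The study described the atrophy pair as unchanged in its own measurements, reported beside its differentiated myotubes. The libraries here came from myoblasts in proliferation medium, so the results need not conflict. Ccnd2 was called higher here. The study grouped it with unchanged genes in measurements whose number of replicates differs from that of these libraries.

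Little change was seen in the gene-level Tet2 value. Loss of exon 3 alone from an otherwise unchanged longest transcript predicts a log2 ratio of -0.62. The observed -0.20 lay 1.45 implied errors above that value and at -0.69 implied errors from 0. By a limit of 1.96 implied errors, a transcript without exon 3 and an unchanged transcript cannot be told apart. The deposited p-values were less lenient than that limit. Cdk6 and Ifih1, with statistics of 1.42 and 1.43, both had a Cuffdiff p-value of 0.045. The observed value lay nearer to an unchanged transcript, but no p-value against the predicted ratio was available, so the question stays open. In the shorter annotated transcript the same exon makes up 54.9% of 5760 bases, and its loss predicts -1.15, which lies 3.26 implied errors below the observed value. The values therefore argue against loss of that exon at an otherwise unchanged level if the shorter transcript made up the whole gene-level value. Each prediction takes 1 transcript alone, and the share of each transcript was not measured. A shorter transcript of small share could therefore lack the exon. Reads per exon would decide whether the exon was lost.

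Most of the largest changes fell on genes with near-identical copies. Of the 10 most extreme calls, 7 had copies with at least 97% identity over at least 50% of the transcript, against 2% of 200 tested genes of like expression. Reads shared with near-identical copies elsewhere in the genome, or sequence differences between the animals that move reads from 1 copy to another, may underlie these values. Chromosome 17, which carries the H2-T genes, had 28 genes called higher and 5 called lower. No expected number was computed for it. The genes called higher there include Adgre1, C3 and Mapk13 of the leukocyte, cytokine and acute phase, and inflammatory lists. The count therefore does not point to the H2-T locus.

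The calls were not concentrated around Tet2. Within 10 Mb on either side, 2 of 72 tested genes were called. That count lay at the percentile of 39.0 among 11901 windows of as many neighbouring genes. The number of calls that a flanking segment from another strain would bring is not known. The count therefore does not exclude such a segment. Imprinted genes were called in 2 of 19 cases (Impact lower and Asb4 higher, named after their values were seen), at the percentile of 86.7 among random lists; adjusted over the list alone, 1 was higher and 3 were lower. The list median was -0.0011, inside random lists, but -0.11 at the percentile of 0.695 over the 13 members with a mean FPKM of at least 5. Of 17 germline genes in the table that DNA methylation silences, 1 had a mean FPKM of at least 1 (Sycp1), giving a list median of 0.24, and none exceeded 1.73 FPKM in Tet2 KO. Whether methylation control of imprinted genes changed stays open, since few genes carry the list and its position depends on the filter.

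Both groups expressed Xist, the RNA of the inactive X chromosome of females. Xist had 67.7 FPKM in Tet2 KO and 59.5 FPKM in WT in the authors' deposited table, a log2 ratio of 0.18 with an implied error of 0.29, and all 40 genes on the Y chromosome were listed at 0 in both groups. A sex difference between the groups is therefore not a likely cause of the calls. The Xist value of 59.5 FPKM argues against male animals alone in either group. The study's methods give male mice as the default for its experiments. The Xist value goes against that default for these libraries, and the reason was not tested. A value of 0 in such a table can also be a failed estimate, so the Y-linked genes by themselves decide nothing.

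The deposited q-values need at least 27193 tests, 2.03 times the 13397 in the table, if they came from a Benjamini-Hochberg adjustment. They may have been adjusted together with tests of other comparisons. Adjustment over the table alone gave 622 calls in place of 536. The deposited p-values were also uneven, with 15.4% of tested genes above 0.9 and 5.23% between 0.1 and 0.2. Among 1844 uncalled genes with a mean FPKM of at least 50, the scatter of log2 ratios was 0.10 and the median implied error 0.27, a ratio of 0.374. Error estimates larger than the differences between the groups may produce this heap, and small changes of abundant genes, such as those of the cell cycle list, would then remain uncalled.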
